A study of Mus musculus with 36 samples. Its data were reported in "Heterochromatic gene silencing controls CD4+ T cell susceptibility to regulatory T cell-mediated suppression in a murine allograft model" (2025).

How the data were processed

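RNA-seq libraries (SMART-Seq amplification, paired-end reads) were made from naive CD4+ T cells, and from Vβ6+ conventional CD4+ T cells (Tconv) recovered from bone marrow-grafted hosts with or without co-injected regulatory T cells (Treg), of HP1α-deficient, HP1γ-deficient and wild-type (WT) mice. The authors trimmed the reads with Trim Galore and Cutadapt, aligned them with STAR to GRCm39 with an Ensembl annotation, and quantified them with Salmon through the nf-core/rnaseq pipeline. The values deposited by the authors are estimated counts per gene, neither scaled to library size nor filtered. As Salmon divides reads that match several genes between them, 82.9% of the values were whole numbers, and genes with near-identical copies, pseudogenes or overlapping neighbours have less certain counts. The table held 56748 genes for 36 libraries, and 37574 genes had counts.

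Each column was matched to its sample by its name, and each sample to its group by its title, which gives the line, genotype, condition and replicate number. This gave 12 groups of 3 libraries. Replicate 3 of HP1g KO Tconv with Treg was left out of the comparisons, as the authors did on account of its GC content, exonic share and coverage bias, which leaves 35 libraries. It was put back as an alternative. ATAC-seq samples of the study were not analysed here.

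Estimated counts were rounded to whole numbers. The main test was edgeR's quasi-likelihood test (glmQLFit with robust estimation and glmQLFTest, edgeR 4.0.16 in R 4.3.3) with TMM normalisation, filterByExpr as the filter on low counts, and only the libraries of the groups compared. Adjusted p-values are Benjamini-Hochberg values over the genes tested, and a gene was called at an adjusted p under 0.05 with an absolute log2 fold change above 1, the thresholds of the study. The authors used DESeq2, which was run as an alternative (DESeq2 1.42.0). Comparisons were KO against WT in each line and condition, Tconv with Treg against Tconv in each line and genotype, Tconv against naive cells in WT, the interaction of genotype and Treg in each line, and the difference of the KO effects between the lines in Tconv with Treg. The difference of the Treg effects between WT cells of the lines was added after the values were seen. SDs are over the libraries of a group, and SE is the standard error of the log2 fold change.

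Gene sets were tested with camera (limma 3.58.1, correlation between genes preset at 0.01), with an estimated correlation and with fry as alternatives. The lists of 75 Th1 and 104 exhaustion genes are those the study curated from the literature and used on these same libraries. Tests of them here are therefore not independent of the study's own. These lists and the preset list of 21 genes were fixed before the data were examined here. So were the marker lists of B cells (10 genes), myeloid cells (10), the erythroid lineage (6) and CD8 T or NK cells (4). Xist and 4 genes of the Y chromosome were fixed then too. Lists of 10 Treg and 12 follicular helper T cell (Tfh) markers were written after values had been seen. Among the Th1 and exhaustion genes 1 and 12 were matched through a synonym, and 102 of the 104 exhaustion genes were matched at all. In naive libraries 5 of the 10 myeloid, 4 of the 6 erythroid, 6 of the 10 B cell, 1 of the 4 CD8 or NK, 10 of the 10 Treg and 8 of the 12 Tfh markers had a mean of at least 1 CPM, so these lists are not exclusive to the named cells. The exhaustion list holds 3 of the Treg and 2 of the Tfh markers. The level of 1 further B cell marker in the library left out is not reported here.

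The samples, groups, comparisons, tests, thresholds, the rule for naming genes and the alternatives, apart from those said to be added later, were fixed before the data were examined. Under this rule a preset gene was named where a comparison concerned it. For each comparison of KO with WT the 3 genes with the highest and the 3 with the lowest log2 fold change were named among called genes with a mean of at least 5 CPM and no overlap between the groups, leaving out immunoglobulin and T cell receptor segments, predicted genes, RIKEN clones and numbered pseudogenes. For 3 against 3 libraries, 1 of the 10 ways of dividing them leaves the groups in their order or its mirror, so 10% of unchanged genes do not overlap by chance. Genes named outside the rule are said to be singled out after their values were seen. Positions and gene types come from the GENCODE annotation of GRCm39, in which 731 genes of the table were not found.

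The alternatives were DESeq2, RLE size factors in edgeR, no filter on low counts, no threshold on the fold change, all libraries of the line (or of both lines) in 1 fit, the replicate number as a block, the left-out library included, each replicate left out in turn, and for the correlation a mean of at least 5 CPM. The replicate numbers were taken to pair the libraries of a comparison where each correlation between the deviations of equally numbered libraries from their group means was above 0.1 over 3 or more pairs. This held for KO against WT in naive HP1a cells (0.571 to 0.882), for the Treg effect in HP1a WT (0.106 to 0.186) and HP1g WT (0.199 to 0.522), and for the interaction in the HP1g line (0.113 to 0.639). The labels do not say what a replicate number marks.

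Library depth ran from 37029477 to 63042165 counts in the libraries in use, and 3 counts, taken as the floor of detection, correspond to 0.0476 to 0.081 CPM. Fold changes against a group at or under the floor in each library are given as lower bounds computed from the floor. Mitochondrial genes took 0.888% to 3.84% of the counts, and protein coding genes 93.5% to 97.4%.

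Each test was tested on simulated data with 200 genes changed by 2 on the log2 scale. The simulated spread was the same for every gene, and the changed genes were drawn from the more abundant ones. In the real fits the common biological coefficient of variation ran from 0.231 in HP1a Tconv to 0.457 for the difference of KO effects. The rates below therefore need not hold for each real comparison. With 3 against 3 libraries edgeR recovered 189 of the 200 (94.5%) with 2 false calls among 15345 genes tested, and DESeq2 recovered 192 with 25 false calls among 14284. With 2 against 3 libraries edgeR recovered 178 (89%) with 9 false calls among 16668 genes, and DESeq2 184 with 40 among 13609. For a difference of differences edgeR recovered 112 (56%) with 4 false calls among 16022 genes, and DESeq2 133 with 25 among 12981. In data with no change edgeR called 0 of 15375 genes and DESeq2 1 of 24933. camera gave a p of 2.76e-202 for the set of 100 raised genes, and 0 of 100 random sets in unchanged data had a p under 0.05.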

Results

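Gene expression was measured by RNA-seq in CD4+ T cells of 2 mutant mouse lines. In the HP1a line the gene encoding HP1α, Cbx5, was inactivated in the germ line, and in the HP1g line the gene encoding HP1γ, Cbx3, was inactivated in T cells. Both proteins bind methylated histone H3 in heterochromatin. Knock-out (KO) cells of each line were compared with wild-type (WT) cells of littermates under 3 conditions. Naive cells were CD4+ T cells taken directly from the mice. Tconv were conventional CD4+ T cells recovered after transfer into irradiated hosts that also received syngeneic and semi-allogeneic bone marrow, and sorted for a T cell receptor chain (Vβ6) that recognises the allogeneic donor. Tconv with Treg were recovered in the same way from hosts that had also been given expanded WT regulatory T cells (Treg). By the paper's methods the transferred Treg carried a surface marker, and cells with this marker were gated out of the sorted Tconv. The 2 lines, 2 genotypes and 3 conditions gave 12 groups of 3 libraries. One library, replicate 3 of HP1g KO Tconv with Treg, was left out for its read quality, so that this group has 2 libraries.

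The 35 libraries in use held between 37029477 and 63042165 estimated counts, with a median of 46844629, and between 20158 and 23340 genes were detected in each. The 10 most abundant genes took 4.97% to 9.34% of the counts of a library. The levels below are given as counts-per-million (CPM) after TMM normalisation, as mean ± SD over the libraries of a group. A library with 3 counts of a gene, the floor used here, had between 0.0476 and 0.081 CPM of it. The intervals given with shares are 95% Wilson intervals, and these intervals and the floor cover counting error only. No pair of replicates was identical among 36 pairs, and the lowest chi-square per gene between replicates was 8.37, far above sampling noise. The median correlation of a library with the others of its group ran from 0.963 to 0.996, against 0.758 for the library left out. Transcripts of the Y chromosome were present in each of the 35 libraries (Ddx3y 104 to 252 CPM) and Xist did not exceed 2.22 CPM, so no comparison set male against female cells.

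The targeted genes were examined first. Cbx5 (ENSMUSG00000009575, GRCm39 chromosome 15, 103099505 to 103148419) was lower in HP1a KO than in WT cells in each condition. Its level was 10.9 ± 1.52 against 22.3 ± 3.23 CPM in naive cells, 15.3 ± 1.22 against 28.2 ± 2.06 CPM in Tconv and 18.1 ± 2.12 against 47.8 ± 13.7 CPM in Tconv with Treg (n = 3 per group). The log2 fold changes were −1.03, −0.89 and −1.42. The adjusted p-values were 0.99, 0.0331 and 0.086 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, without the replicate block. By DESeq2's Wald test with the same adjustment p was 0.00011, 6.53e-09 and 4.34e-05. Cbx5 passed both thresholds by DESeq2 in naive cells and in Tconv with Treg. Cbx3 (ENSMUSG00000029836, chromosome 6, 51447082 to 51460691) was lower in HP1g KO than in WT cells, with 71.8 ± 8.12 against 141 ± 51.6 CPM in naive cells, 69.1 ± 5.4 against 94 ± 11.3 CPM in Tconv and, with 2 KO libraries, 60.2 ± 1.17 against 87.9 ± 12.8 CPM in Tconv with Treg. Here the log2 fold changes were −0.95, −0.43 and −0.54, and none passed the threshold (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p-values 0.63, 0.32 and 0.26). DESeq2 did not call Cbx3 either (Wald test, adjusted p 0.0879, 0.105 and 0.0718). In all 6 comparisons every KO library lay below every WT library. The adjusted p of Cbx5 in Tconv was above 0.05 in each of the 6 fits that left out 1 library. Processed pseudogenes of Cbx3 are annotated and can share its reads, and counts per gene do not tell a truncated transcript from an intact one, so the counts that remained in KO libraries are an uncertain measure of intact transcript.

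**Figure D1:**
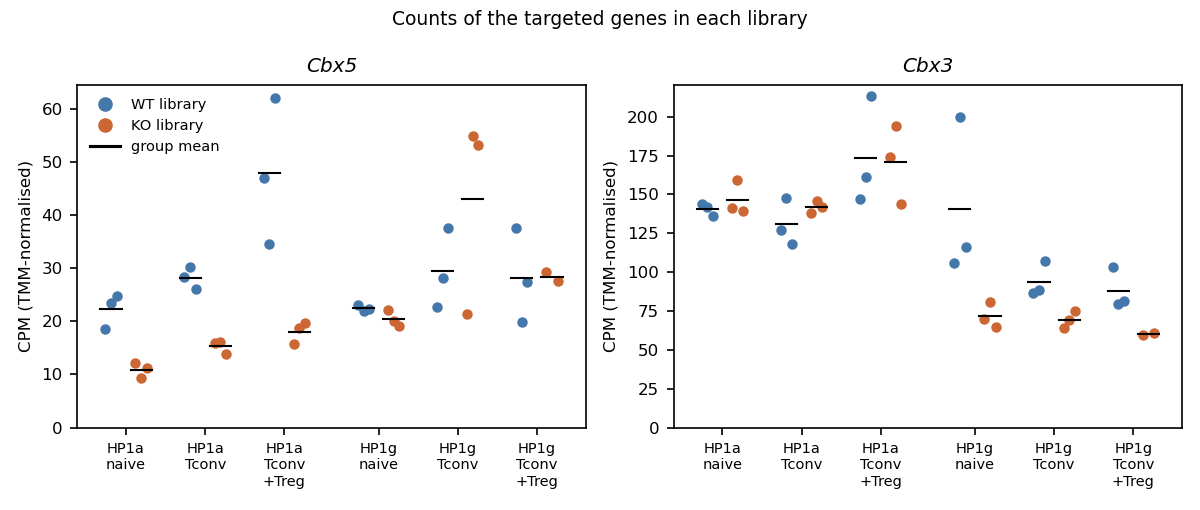
CPM of Cbx5 and Cbx3 in each library, 1 point per library (linear axis), by line, condition and genotype, with a line at each group mean. Every KO library lies below the WT libraries of its line and condition for the targeted gene, for example 10.9 against 22.3 CPM on average for Cbx5 in naive HP1a cells.

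The naive cells show whether either protein shapes expression before activation. A gene was called where the adjusted p of edgeR's quasi-likelihood test was under 0.05 and its log2 fold change was above 1 in size, up or down. In the HP1a line 0 of 15549 genes tested were called, with 291 genes at an unadjusted p under 0.05. The replicate numbers paired these libraries, and with the replicate as a block 12 genes were called, 6 higher and 6 lower. Of the alternatives, DESeq2 moved the counts of KO against WT most, to 15 genes in this comparison and to 713 in HP1a Tconv with Treg, where edgeR called 20. In the HP1g line 1 of 14939 genes was called and 863 had an unadjusted p under 0.05. This gene, singled out after its values were seen, is the predicted gene Gm19951 (ENSMUSG00000113136, chromosome 12, 99609334 to 99613482), with 27 ± 6.2 CPM in KO and 3.74 ± 0.999 CPM in WT cells and a log2 fold change of 2.87 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p 0.0462). The count was 0 with RLE size factors or with the replicate block and in 5 of the 6 fits that left out 1 library, and 21 without WT replicate 2.

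To find the genes HP1α affects in an allogeneic response without Treg, HP1a KO Tconv were compared with WT Tconv. Of 15521 genes tested 16 were called, 12 higher and 4 lower in KO, and 1324 had an unadjusted p under 0.05. The 16 were also among the 207 called by DESeq2, of which 182 were higher. Leaving out 1 library gave between 4 genes, without WT replicate 2 or 3, and 22 genes, without KO replicate 2. Under the rule for naming genes 3 were eligible. Cxcr4 (ENSMUSG00000045382, chromosome 1, 128515936 to 128520044), which encodes a chemokine receptor, had 20.9 ± 1.94 CPM in KO and 9.26 ± 0.405 CPM in WT (log2 fold change 1.17, SE 0.116, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p 0.0136). Camk2b (ENSMUSG00000057897, chromosome 11, 5915791 to 6016362), a calmodulin-dependent kinase gene, was lower with 6.03 ± 2.21 against 23.1 ± 0.77 CPM (log2 fold change −1.94, SE 0.239, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p 0.0413). The third is a long non-coding RNA gene without a symbol (ENSMUSG00000120777, chromosome 16, 36585467 to 36590580), inside Slc15a2 and on its strand, so that reads of these genes can be shared (18.4 ± 2.32 against 8.79 ± 0.448 CPM, log2 fold change 1.07, SE 0.13, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p 0.0331). The call of Cxcr4 was lost in 4 of the 6 fits that left out 1 library, that of Camk2b in 5 and that of the non-coding gene in 6. No gene of the preset list of 21 was called, either over all genes or adjusted over the list alone. Ifng had 263 ± 16.9 CPM in KO and 421 ± 63.3 CPM in WT cells, and its log2 fold change of −0.68 did not pass the threshold (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p 0.185).

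The comparison of KO and WT Tconv with Treg asks which genes HP1α affects in cells exposed to Treg. Whether their response to Treg differs is tested by the interaction below. In the HP1a line 20 of 16256 genes were called, 7 higher and 13 lower in KO, and 1975 had an unadjusted p under 0.05. All 20 were among the 713 called by DESeq2 (348 higher, 365 lower). The edgeR count was 0 in each of 4 fits without 1 library (KO replicate 1, KO replicate 3, WT replicate 1 and WT replicate 2), 17 without KO replicate 2 and 115 without WT replicate 3. Of 18 eligible genes the 3 with the highest log2 fold change were Chil3 (ENSMUSG00000040809, chromosome 3, 106054870 to 106074880) at 8.83, Ltf (ENSMUSG00000032496, chromosome 9, 110848339 to 110871835) at 5.74 and Slc15a2 (ENSMUSG00000022899, chromosome 16, 36570475 to 36605334) at 4.14. The levels of Chil3 were 18.8 ± 4.29 CPM in KO and 0.0433 ± 0.075 CPM in WT libraries, those of Ltf 50 ± 14.3 and 0.934 ± 0.479 CPM, and those of Slc15a2 12.4 ± 2.32 and 0.689 ± 0.365 CPM. Each of the 3 had an adjusted p of 0.0328 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The size for Chil3 is uncertain, as its WT libraries held 0 to 0.13 CPM. Its log2 fold change ran from 8.19 to 12.8, the latter without WT replicate 3, when 1 library was left out. Chil3 and Ltf are expressed in myeloid cells, and transcripts of a list of 10 myeloid markers were also more abundant in these KO libraries (median log2 fold change 2.24).

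The 3 lowest were Spp1 (ENSMUSG00000029304, chromosome 5, 104582165 to 104589235), Map2 (ENSMUSG00000015222, chromosome 1, 66214327 to 66481746) and Lag3 (ENSMUSG00000030124, chromosome 6, 124881320 to 124888765), with log2 fold changes of −6.01, −3.30 and −3.25. Spp1 fell from 288 ± 55.3 to 4.53 ± 3.07 CPM, Map2 from 14.8 ± 5.29 to 1.52 ± 0.308 CPM and Lag3, which encodes an inhibitory receptor, from 56.6 ± 10.3 to 6.02 ± 2.36 CPM (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p 0.0328, 0.0332 and 0.0328). Havcr2 (ENSMUSG00000020399, chromosome 11, 46345673 to 46374149), which encodes the receptor TIM-3, fell by 2.12 on the log2 scale, from 43 ± 1.61 to 10 ± 3.09 CPM (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p 0.0434). Each of these named genes lost its call in 4 or 5 of the 6 fits that left out 1 library, and the highest adjusted p of edgeR's quasi-likelihood test in those fits was 0.216 for Lag3 and 0.231 for Havcr2. Lag3 and Havcr2 were the 2 preset genes called over all genes, and 10 were called when adjusted over the list alone, 1 higher and 9 lower. The preset genes are those the study named, in part picked from these libraries, so the count over the list is not independent evidence. Pdcd1, Tox, Ctla4 and Il10 were lower by 1.86, 1.83, 1.25 and 3.45 on the log2 scale and did not pass the threshold over all genes (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p 0.0752, 0.0715, 0.0872 and 0.086).

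The same comparisons were made in the HP1g line. Between KO and WT Tconv 7 of 16015 genes were called, 5 higher and 2 lower, with 1349 genes at an unadjusted p under 0.05. With the replicate as a block 74 were called, 37 higher and 37 lower, but whether the numbers pair these libraries is unclear (the lowest correlation of deviations was 0.086 here and 0.143 for the same libraries in the interaction below, on either side of the criterion). DESeq2 called 264, of which 170 were higher, and 6 genes were called by both tests. The edgeR count was 12 without KO replicate 1, 2 without WT replicate 1 and 0 in each of the other fits that left out 1 library. Both eligible genes were higher in KO. Igsf9b (ENSMUSG00000034275, chromosome 9, 27210500 to 27268842) had 24.6 ± 4.17 against 6.95 ± 0.403 CPM (log2 fold change 1.84, SE 0.162, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p 0.0256), and Mbd1 (ENSMUSG00000024561, chromosome 18, 74400676 to 74415803), which encodes a methyl-CpG binding protein, had 131 ± 5.48 against 65.7 ± 1.77 CPM (log2 fold change 1.02, SE 0.078, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p 0.0178). DESeq2 put Mbd1 at 0.997, under the fold threshold, and did not call it, nor did edgeR with RLE size factors. The call of Igsf9b was lost in 5 of the 6 fits that left out 1 library and that of Mbd1 in all 6. Of the preset genes 0 were called over all genes and 2, both higher, when adjusted over the list alone.

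In Tconv with Treg of the HP1g line 0 of 17177 genes were called with 2 KO against 3 WT libraries, while 2028 had an unadjusted p under 0.05 and the lowest adjusted p of edgeR's quasi-likelihood test was 0.0529. With the replicate as a block, with only 2 pairs, 30 were called, 22 higher and 8 lower. DESeq2 called 628 genes, 453 higher and 175 lower in KO. The preset genes of inhibitory receptors were higher in KO, and called by DESeq2 but not by edgeR. Lag3 had 40.1 ± 26.7 CPM in 2 KO libraries and 4.39 ± 2.66 CPM in WT (log2 fold change 3.20, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p 0.192). Havcr2, Pdcd1, Tox and Tigit had log2 fold changes of 2.87, 2.63, 2.55 and 1.90 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p 0.235, 0.214, 0.194 and 0.225). By DESeq2's Wald test with the same adjustment p was 2.05e-06 for Lag3 and 0.0472, 0.0116, 9.93e-06 and 0.00115 for these genes in turn, and 9 preset genes were called over all genes, 8 higher. When adjusted over the list alone 10 preset genes were called, 9 higher and 1 lower, which as above is not independent evidence.

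**Figure D2:**
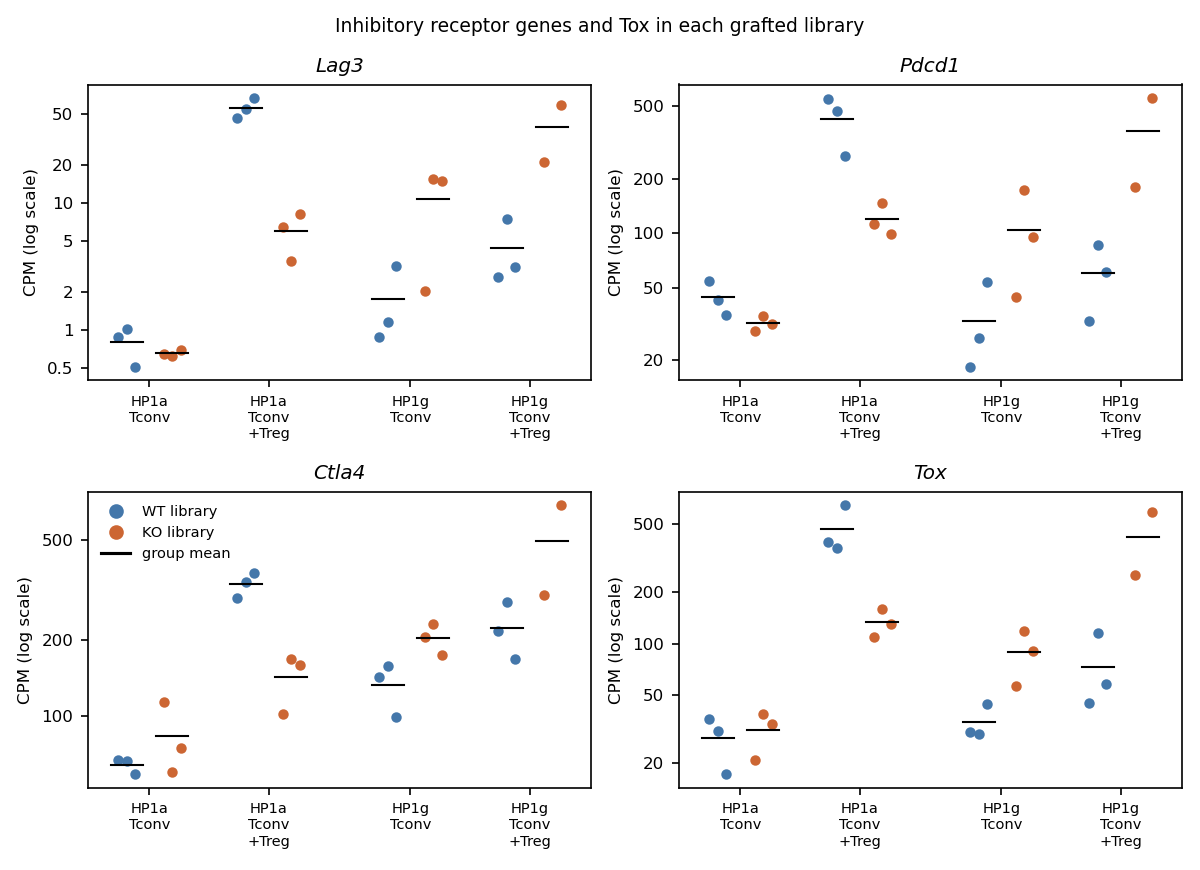
CPM of Lag3, Pdcd1, Ctla4 and Tox in each grafted library (log axis), 1 point per library, by line, condition and genotype, with a line at each group mean. Lag3 averages 56.6 CPM in HP1a WT Tconv with Treg against 6.02 CPM in KO, and 4.39 CPM in HP1g WT Tconv with Treg against 40.1 CPM in KO.

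The effect of Treg on Tconv was measured within each genotype. In HP1a WT cells 932 of 15627 genes were called, 553 higher and 379 lower with Treg, and 929 of them were also among the 1754 called by DESeq2, the alternative that moved this count most. Leaving out 1 library gave between 306 genes, without WT Tconv replicate 3, and 1450, without WT Tconv with Treg replicate 3. Of the preset genes 11 were called over all genes and 15 when adjusted over the list alone, 12 higher and 3 lower. Lag3 rose by 6.15 on the log2 scale, Tox by 4.08, Pdcd1 by 3.29, Havcr2 by 2.85 and Ctla4 by 2.42 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p 0.000309, 0.0017, 0.00186, 0.000922 and 0.00052). Tbx21, which encodes the Th1 factor T-bet, and Csf2 fell by 1.71 and 2.34 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p 0.0076 and 0.00949), and the call of Csf2 was lost in 1 of the 6 fits that left out 1 library.

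In HP1a KO cells 71 of 16133 genes were called, 29 higher and 42 lower with Treg, and between 4 genes, without KO Tconv with Treg replicate 3, and 58 genes, without KO Tconv replicate 1, when 1 library was left out. Pdcd1, Lag3 and Tox were the preset genes called, with log2 fold changes of 1.91, 3.20 and 2.12 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p 0.00755, 0.0233 and 0.0292). The call of Pdcd1 was lost in 1 of these 6 fits and those of Lag3 and Tox in 5. In HP1g WT cells 2 of 15903 genes were called and 1095 had an unadjusted p under 0.05. The replicate numbers paired these libraries, and with the replicate as a block the count was 0, as it was in 5 of the 6 fits that left out 1 library. Both genes were singled out after their values were seen. Scart2 (ENSMUSG00000054672, chromosome 7, 139827197 to 139880649) had 29.5 ± 0.718 CPM with Treg and 7.73 ± 1.22 CPM without (log2 fold change 1.94, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p 0.0259). Trav6d-7 (ENSMUSG00000095756, chromosome 14, 53245069 to 53245555), a T cell receptor segment with near-identical copies that can share its reads, had 0 counts in each library with Treg and 2.56 ± 0.185 CPM without, which is at least 38.3-fold lower (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p 0.0445). In HP1g KO cells 0 of 16991 genes were called and 1294 had an unadjusted p under 0.05. DESeq2 called 270 genes there, 7 preset genes among them. Adjusted over the list alone edgeR called 7 preset genes, 6 higher and 1 lower with Treg, which as above is not independent evidence.

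As a measure of activation, WT Tconv were compared with WT naive cells. Of 16027 genes tested in the HP1a line 3702 were called, 2067 higher and 1635 lower in Tconv, and of 15812 in the HP1g line 3723, 2371 higher and 1352 lower. DESeq2 called 4121 and 4373 genes, of which 3615 and 3657 were also called by edgeR. The alternative that moved these counts most was dropping the threshold on the fold change, which gave 7324 and 4971 genes. When 1 library was left out the counts stayed between 3366 and 4132 in the HP1a line and between 3196 and 3665 in the HP1g line.

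Whether the effect of Treg depended on the genotype was tested as an interaction. In the HP1a line 24 of 17205 genes were called, with the Treg effect more positive in KO for 14 and more negative for 10, and 1675 had an unadjusted p under 0.05. DESeq2 moved this count most, to 356. Lag3 was the preset gene called, with an interaction of −2.95 on the log2 scale (SE 0.456, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p 0.0371). Leaving out 1 library gave between 9 genes, without WT Tconv replicate 3, and 91, without WT Tconv with Treg replicate 3, and Lag3 lost its call in 7 of these 12 fits. In the HP1g line the interaction was called for 0 of 17833 genes, with 667 at an unadjusted p under 0.05, and for 1 gene without KO Tconv replicate 2.

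The difference of the KO effects between the lines was tested directly in Tconv with Treg. It was called for 506 of 18573 genes, 176 more positive and 330 more negative in the HP1a line, and all 506 were among 1447 called by DESeq2. Among them were 8 preset genes, each with a more negative KO effect in the HP1a line. The differences on the log2 scale were −6.44 for Lag3, −4.96 for Havcr2, −4.47 for Pdcd1 and −4.37 for Tox (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p 0.0053, 0.0149, 0.0137 and 0.0107). Lag3 and Tox kept their calls in each of the 9 fits that left out 1 library, Pdcd1 lost it in 1 and Havcr2 in 2. The count was 70 without HP1a KO replicate 3 and 735 without HP1a WT replicate 3. It was 12 with the library of lower quality included.

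The WT cells of the lines also differed in their response to Treg, a comparison added after the values were seen. Of 17127 genes 267 were called, 120 with a more positive Treg effect in HP1a WT and 147 with a more negative one, and 264 of them were also called by DESeq2. For Lag3 and Havcr2 this difference was 4.81 and 3.28 on the log2 scale (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p 0.00933 and 0.00377), and it was called in each of the 12 fits that left out 1 library. The count ran from 75, without HP1a WT Tconv replicate 3, to 448, without HP1a WT Tconv with Treg replicate 3. The labels give no batch of grafts or libraries, and one that differed between the lines would be confounded with the line in both of these comparisons. So would the dose of Treg, since the paper states that the ratio in its HP1γ experiment did not repress WT cells effectively.

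Gene sets were tested with camera at a preset correlation between genes of 0.01, with 9 planned tests adjusted together by Benjamini-Hochberg. A list of 75 Th1 genes, curated by the study, was lower in HP1a KO Tconv than in WT (25 of 70 members tested higher, median log2 fold change −0.10, p 0.000547, adjusted p 0.000985 by camera). In HP1a Tconv with Treg it was higher in KO (46 of 70 higher, median 0.19, adjusted p 0.0188 by camera). In the HP1g line it was lower in KO, with medians of −0.06 in Tconv and −0.16 in Tconv with Treg and 29 of 72 members higher in each (adjusted p 0.0402 and 0.00796 by camera). With the correlation estimated from the data or with fry in place of camera, only the first of these had an unadjusted p under 0.05 (0.0278 and 0.0396). Adjusted over the 9 planned tests, neither of these values would stay under 0.05. The p of the list in HP1a Tconv with Treg rose to 0.153 without WT replicate 3, and that in HP1g Tconv to 0.11 without WT replicate 2.

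A list of 104 exhaustion genes curated by the study, of which 102 were matched, differed between the lines. The study tested this list on the same libraries, so the values below are not independent of its result. In HP1a Tconv with Treg it was lower in KO, with 77 of 96 members lower, a median log2 fold change of −0.57 and an adjusted p of 3.78e-17 by camera, and this held with an estimated correlation (p 0.000378) and with fry (p 5.52e-05). In HP1a Tconv without Treg 49 of 95 members were higher and the list was not called (p 0.666 by camera), although its p was 0.0109 without WT replicate 3. In the HP1g line the list was higher in KO, with 73 of 97 members higher and a median of 0.25 in Tconv and 75 of 96 higher and a median of 0.65 in Tconv with Treg (adjusted p 5.35e-05 and 2.31e-10 by camera). Neither call held with an estimated correlation (p 0.237 and 0.141) or with fry (p 0.142 and 0.0813), the alternatives that moved these tests most. Adjusted over the list alone, 24 exhaustion genes were called in HP1a Tconv with Treg, all lower in KO, against 5 over all genes, and 25 were called in HP1g Tconv with Treg, 24 of them higher in KO, against 0 over all genes. The Th1 and exhaustion lists share 5 genes.

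**Figure D3:**
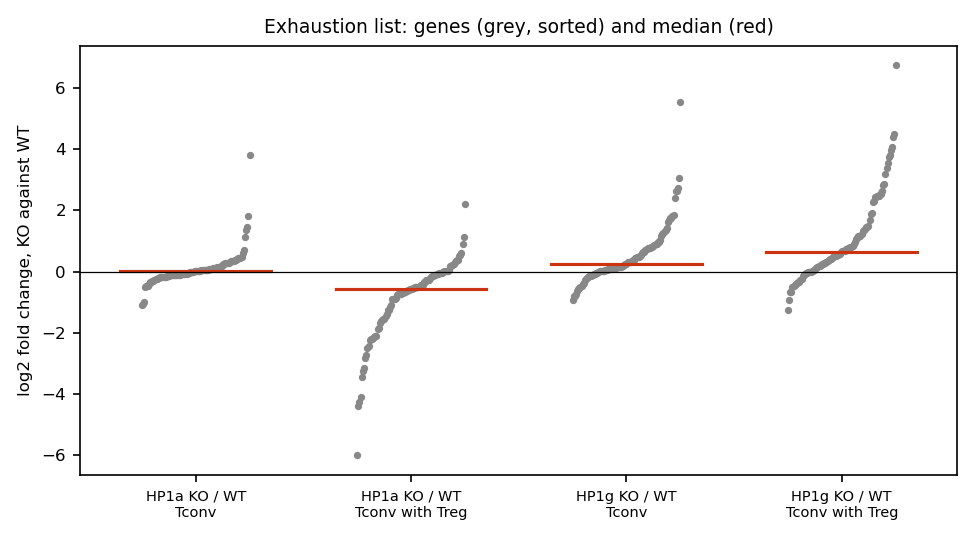
Log2 fold change of each tested gene of the exhaustion list (grey points, sorted) in KO against WT cells, for Tconv and Tconv with Treg of each line, with the median in red. The median is −0.57 in HP1a Tconv with Treg and 0.65 in HP1g Tconv with Treg.

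Genes that Treg repressed in 1 line were then followed in the other. The 373 tested genes called lower with Treg in HP1a WT cells had a median log2 fold change of −0.87 in HP1g KO against WT Tconv with Treg, and 357 of them were lower in KO (adjusted p 1.11e-43 by camera). With an estimated correlation of 0.457 between these genes the p was 0.101, and with fry 0.0739, so the call was lost with both. In HP1g WT cells only 1 gene was called lower, which allows no set test. The genes called lower by DESeq2 there, a set chosen after the values were seen, had 23 members tested in HP1a KO against WT Tconv with Treg, of which 18 were higher in KO (median log2 fold change 0.47, p 0.006 by camera, 0.0433 with an estimated correlation, 0.0199 with fry and 0.0663 by camera without HP1a WT replicate 3).

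Of the 835 genes called for the Treg effect in HP1a WT and tested in HP1g WT, 700 (83.8%, 95% Wilson interval 81.2 to 86.2) changed in the same direction there, with a median absolute log2 fold change of 0.37 against 2.23. Leaving out 1 library gave between 73%, without HP1g WT Tconv with Treg replicate 1, and 91.8%, without HP1a WT Tconv replicate 1. Of the 2 genes called in HP1g WT 0 changed in the same direction in HP1a WT. Across the 15052 genes tested in both lines, which are not independent replicates, the correlation of the Treg effects was 0.333, and it was 0.205 without HP1g WT Tconv with Treg replicate 1. It was 0.456 over genes with a mean of at least 5 CPM, the alternative that moved it most.

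Transcripts of other cell types were followed with marker lists. The median of 10 myeloid markers was 10.2, 1.6 and 20.4 CPM in replicates 1, 2 and 3 of HP1a KO Tconv, against 0.846 to 1.43 CPM in WT. With Treg it was 37.7, 7.32 and 45.7 CPM in KO against 3.01 to 6.62 CPM in WT. Markers of the erythroid lineage were higher in the same comparisons, with a median log2 fold change of 6.78 in Tconv (5 of 5 tested higher, camera p 0.0025) and 4.69 in Tconv with Treg (6 of 6 higher, camera p 4.74e-06).

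**Figure D4:**
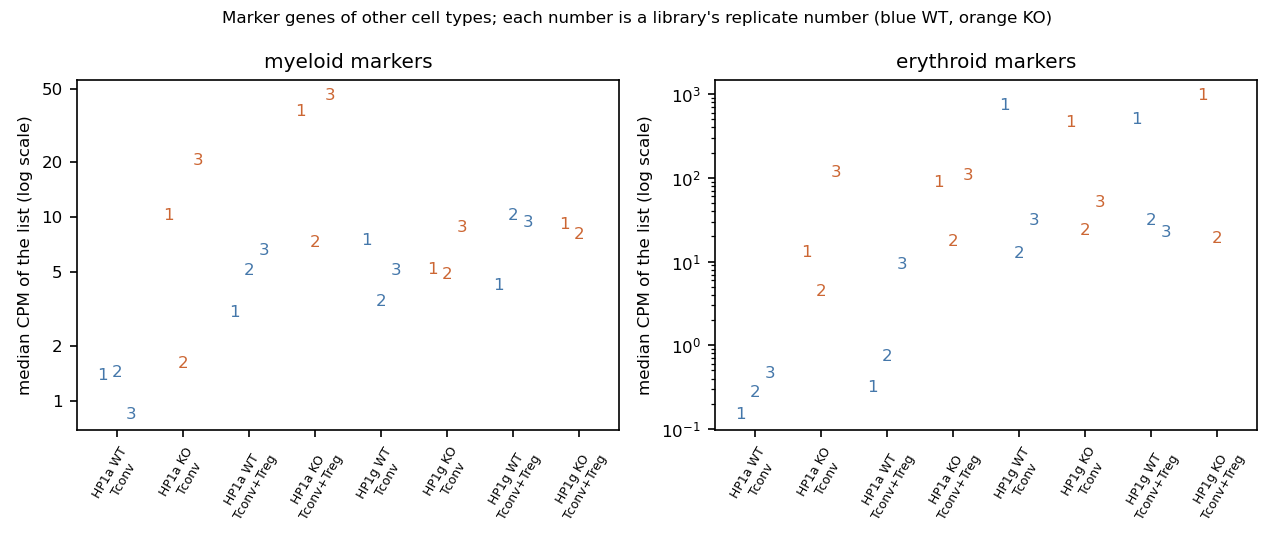
Median CPM of the myeloid and erythroid marker lists in each library (log axes), by group, with the replicate number of each library as its symbol (blue WT, orange KO). In HP1a KO Tconv replicates 1 and 3 reach 10.2 and 20.4 CPM for the myeloid list and replicate 2 stays at 1.6 CPM.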

Values the study reported

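The study reported no significant difference between the transcriptomes of naive wild-type and HP1α-deficient CD4+ T cells. In Tconv recovered without Treg it reported 176 genes upregulated in the absence of HP1α. In Tconv exposed to Treg, HP1α-deficient cells were reported to over-express 348 genes and to under-express 365. For HP1γ, the study reported that almost 75% of the genes that changed with loss of HP1γ, in Tconv recovered in the presence of Treg, fell in a single cluster. It counted 54 genes both more expressed and more accessible in HP1α-deficient Tconv exposed to Treg, and 151 such genes of the HP1γ cluster.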

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

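All tests of technical explanations in this part, and the counts over other divisions of the libraries, were chosen after the results they bear on had been seen.

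The effect of Treg differed between HP1a WT and KO cells by an interaction test for 24 genes, among them Lag3 at −2.95 on the log2 scale. Lag3 rose with Treg from 0.798 to 56.6 CPM in WT and from 0.655 to 6.02 CPM in KO cells. Against a trend with GC content or gene length as the whole cause, 20 of the 24 were also called with an offset for both, which moved the log2 fold changes by a median of 0.0534. Against a difference in depth, 18 of the 24 were called with every library thinned to the lowest total. Adding the myeloid marker level as a covariate left 24 of 24 with an unadjusted p under 0.05 in the same direction, but the variance of the contrast stayed the same (ratio 1.0), so this covariate moved next to nothing and RNA of myeloid cells cannot be told apart from an effect within the T cells. By redrawing the genotype labels within each condition, 7 of 100 divisions of the libraries gave as many genes, and up to 196. All 7, the real division included, kept the division of the libraries with Treg, and 2 of them that of the libraries without Treg too. Of the 88 that broke the division with Treg 0 reached 24 and the highest count was 1. Divisions that keep it hold the difference under test, so the 7 do not measure how often a mere regrouping gives 24 genes. Without WT Tconv replicate 3 the count was 9, and Lag3 lost its call in 7 of the 12 fits that left out 1 library. The Treg markers were lower in the same contrast (median −1.21, 9 of 10 lower, camera p 6.97e-07). RNA of transferred Treg that escaped the sort gate cannot be told apart either, since T cells express these genes too. A dependence of the Treg response on HP1α is a candidate explanation that stays open beside RNA of other cells.

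The KO effect in Tconv with Treg differed between the lines for 506 genes, as a test of the difference itself. The preset genes among them were Il10 (−7.50), Lag3 (−6.44), Havcr2 (−4.96), Pdcd1 (−4.47), Tox (−4.37), Tigit (−3.47), Izumo1r (−3.23) and Ctla4 (−2.40), each a difference of log2 fold changes, more negative in the HP1a line. In fits that left out 1 library of the 9 that could be, Lag3 and Tox kept their calls, and the others lost theirs in 1 fit (Pdcd1), 2 (Havcr2), 4 (Ctla4), 5 (Tigit) or 6 (Il10 and Izumo1r). The count was 70 without HP1a KO replicate 3. The tables argue against GC content, gene length or depth as the whole cause. With an offset for GC content and length 479 of the 506 were called again, and with equal depth 491. Of 379 of these genes tested in naive cells 14 (3.69%) differed there in the same direction at an unadjusted p under 0.05. This decides nothing about strain variants fixed in 1 line, since KO and WT littermates would share them and they would cancel in a difference of KO effects, and since the other genes were not tested in naive cells. RNA of transferred Treg that escaped the sort gate stays open, as the Treg markers were lower in this contrast too (median −1.64, 9 of 10 lower, camera p 6.26e-06) and T cells express them as well. The library left out decides much of the count, since 12 genes were called with it included, and whether its quality or the spread of the group is the reason cannot be told apart with 2 other libraries.

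RNA of myeloid cells was weighed against the same 506 genes by adding the myeloid marker level as a covariate. By the first criterion, the number still called, only 2 of the 506 remained, which would have pointed to myeloid RNA. The covariate also raised the variance of the contrast 2.02 times, while the log2 fold changes kept a median of 97.4% of their size. The criterion was therefore changed after this outcome was seen, to the number with an unadjusted p under 0.05 in the same direction, which was 486 of 506. A reader who holds to the first criterion would leave this explanation open. The myeloid markers themselves were higher in this contrast (median 2.075, 8 of 10 higher, camera p 0.0207), so myeloid RNA stays open for a part of it. The sizes kept argue against myeloid RNA as the whole cause, and the calls lost show that the evidence per gene is limited once it is taken into account.

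The opposite KO effects go together with a difference between the WT cells. The Treg effect differed between HP1a WT and HP1g WT for 267 genes, a test added after the values were seen, with Lag3 at 4.81, Havcr2 at 3.28, Tox at 3.0, Tigit at 1.79 and Ctla4 at 1.65 on the log2 scale. In Tconv with Treg, Lag3 averaged 56.6 CPM in HP1a WT and 6.02 CPM in HP1a KO, against 4.39 CPM in HP1g WT and 40.1 CPM in HP1g KO. An exchange of KO and WT labels within a line is argued against by the targeted genes. Cbx5 was lower only in HP1a KO (18.1 CPM, against 28.2 to 47.8 CPM in the other groups with Treg) and Cbx3 was lowest in HP1g KO (60.2 CPM, against 87.9 to 174 CPM). An exchange of WT libraries between the lines, or between conditions, would leave every KO group below WT, so these genes cannot exclude it. With an offset for GC content and length 254 of the 267 were called again, and with equal depth 247. The myeloid covariate left 31 of the 267 called and 267 of 267 with an unadjusted p under 0.05 in the same direction. A median of 99.7% of the log2 fold change was kept and the variance rose 1.65 times, judged by the same changed criterion. The myeloid markers themselves were higher in this contrast (median 2.47, 10 of 10 higher, camera p 0.000735), so myeloid RNA stays open for a part of it. The sort gated out cells with the surface marker of the transferred Treg. RNA of Treg that escaped this gate cannot be told apart from a response of the Tconv. The paper also reports that Treg converted some Tconv into regulatory cells, which could raise Treg markers too. The Treg markers were higher in this contrast (median 1.28, 9 of 10 higher, camera p 8.88e-05). Foxp3 went from 8.5 ± 3.86 to 33.6 ± 30.9 CPM with Treg in HP1a WT, which was not called (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p 0.129). Much of this rise rests on replicate 2, at 69.2 CPM against 13.5 and 18.1 CPM in replicates 1 and 3. Il2ra, expressed without Treg as well, was lower with Treg there (log2 fold change −1.18, unadjusted p 0.00805, and 0.0801 after Benjamini-Hochberg adjustment in edgeR's quasi-likelihood test), but its level in Tconv would hide a small share of Treg RNA. By redrawing condition labels within each line, 12 of 100 divisions gave as many genes, and up to 1160. All 12, the real division included, kept the division of the HP1a WT libraries, and of the 88 that broke it 0 reached 267, with 51 as the highest count. The 12 hold the response of HP1a WT, which is part of the difference under test, so they do not measure how often a mere regrouping gives 267 genes. Without HP1a WT Tconv replicate 3 the count was 75, and Tigit, Tox and Ctla4 lost their calls in 10, 3 and 2 of the 12 fits that left out 1 library. With the replicate number as a block 237 genes were called, and Tox lost its call. The numbers paired the libraries within each line, but the criterion was not met over all groups of this contrast. The paper states that, at the ratio of Treg used in its HP1γ experiment, Treg did not repress WT cells effectively. A weak Treg effect in HP1g WT is thus a feature of that experiment by the paper's own account. A stronger exposure to Treg in the hosts of the HP1a WT cells, or another difference between grafts, was not tested here and is confounded with the line. A consequence of this is that the KO effects of the lines start from unlike WT levels.

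The library left out of the comparisons, HP1g KO Tconv with Treg replicate 3, held signals outside the range of the others. Pax5 was at 10.4 CPM, against at most 1.35 CPM in any other library, and 122 genes with at least 5 CPM were at least 10-fold above every other library. The highest count of these genes in any 1 other library was 2, with a median of 0. As to RNA of B cells, 7 of 8 other B cell markers were at or below the highest other library with Treg, among them Ighm (9.93 against 426 CPM), Igkc (1.03 against 120 CPM) and H2-Aa (1.79 against 98.8 CPM). Cd74 was above it (640 against 430 CPM). In 1 library that may hold few molecules, low markers exclude little, so B cell RNA stays open as the source of Pax5. Few molecules of input RNA, amplified many times, may also account for such isolated peaks. With every library thinned to the lowest total 18623 genes were detected in it, against 19898 to 22206 in the others, and its 10 most abundant genes took 15.4% of the counts. Gapdh was at 14769 CPM (at most 1468 elsewhere), Prkar1a at 13351 CPM (at most 1162) and Akna at 13212 CPM (at most 1075). No biological explanation was tested.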

How the results depend on the processing

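The alternatives for the difference of Treg effects between WT cells, and for the genes repressed in HP1g WT as called by DESeq2, were chosen after seeing the data, as were all counts over other divisions of the libraries.

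Counts of called genes moved with the tool. DESeq2 called 15 genes in naive HP1a, 207 in HP1a Tconv, 713 in HP1a Tconv with Treg, 38 in naive HP1g, 264 in HP1g Tconv and 628 in HP1g Tconv with Treg, where edgeR called 0, 16, 20, 1, 7 and 0. For the Treg effect it called 1754 genes in HP1a WT, 443 in HP1a KO, 57 in HP1g WT and 270 in HP1g KO, against 932, 71, 2 and 0. For the interactions it called 356 (HP1a) and 15 (HP1g) against 24 and 0, for the difference of KO effects 1447 against 506, and for that of Treg effects in WT 823 against 267. On simulated data DESeq2 made more false calls than edgeR at these sizes (25 against 2 with 3 libraries a group), and whether this is the cause for the real counts was not tested. The simulated spread was the same for every gene, unlike that of real libraries, so the simulation cannot decide it.

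With all libraries of the line, or of both lines, in 1 fit the counts were 5 in HP1a Tconv, 647 in HP1a Tconv with Treg, 3 in naive HP1g, 20 in HP1g Tconv and 307 in HP1g Tconv with Treg. In the same fits they were 1663 for the Treg effect in HP1a WT, 1 in HP1g WT and 20 in HP1g KO, 124 and 1 for the HP1a and HP1g interactions, and 1650 and 519 for the differences of KO and Treg effects between lines. Without the filter on low counts they were 5 in naive HP1a, 35 in HP1a Tconv, 177 in HP1a Tconv with Treg, 24 in naive HP1g, 60 in HP1g Tconv, 181 in HP1g Tconv with Treg, 126, 6 and 29 for the Treg effect in HP1a KO, HP1g WT and HP1g KO, and 65 and 1 for the HP1a and HP1g interactions. Without the threshold on the fold change, which by construction can only add genes, they were 122 for the Treg effect in HP1a KO and 7324 for HP1a WT Tconv against naive. RLE size factors changed the count in naive HP1g to 0 and no other count beyond 1.5 times. With the left-out library included the difference of KO effects was called for 12 genes. For the first, second and last of these settings the cause was not tested.

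With the replicate number as a block, 12 genes were called in naive HP1a and 0 for the Treg effect in HP1g WT, where the numbers paired the libraries. Of the other paired results the Treg effect in HP1a WT went from 932 to 781 genes (437 higher and 344 lower), under 1.5 times, and the HP1g interaction stayed at 0 (667 genes at an unadjusted p under 0.05 without the block). Elsewhere the criterion for pairing was not met, with correlations of deviations between −0.132 and 0.366 in HP1a Tconv, −0.151 and 0.205 in HP1a Tconv with Treg, −0.215 and 0.34 in naive HP1g, and 0.086 and 0.619 in HP1g Tconv. These last libraries met it within the HP1g interaction, so a pairing of the grafted HP1g libraries stays possible. The block gave 30, 5, 0 and 74 genes there, 30 in HP1g Tconv with Treg (with 2 pairs) and 274 for the difference of KO effects. The exhaustion list in HP1a Tconv changed direction under the block (p 0.941), where the p was 0.666 without it. The cause was not tested.

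Set tests depended on the kind of test. With an estimated correlation and with fry, p was 0.29 and 0.13 for the Th1 list in HP1a Tconv with Treg, 0.103 and 0.0932 in HP1g Tconv, and 0.0814 and 0.0707 in HP1g Tconv with Treg. For the exhaustion list it was 0.237 and 0.142 in HP1g Tconv and 0.141 and 0.0813 in HP1g Tconv with Treg, and for the genes Treg repressed in HP1a WT 0.101 and 0.0739 in HP1g KO cells. The size of the correlation is not the whole cause, as its estimate for the Th1 list in HP1g Tconv was 0.00988, under the preset 0.01, and the cause was not tested. With the left-out library the Th1 list in HP1g Tconv with Treg had a p of 0.391, and the cause was not tested. The call of the exhaustion list in HP1a Tconv with Treg was kept under each of these alternatives. The Th1 list in HP1a Tconv had an unadjusted p of 0.0278 with an estimated correlation and 0.0396 with fry. Adjusted over the 9 planned tests, neither would stay under 0.05. The correlation of Treg effects was 0.456 over genes with a mean of at least 5 CPM, by construction fewer genes with less counting error.

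Each fit that left out 1 replicate had fewer libraries. The counts ran from 4 (without WT replicate 2 or 3) to 22 (KO replicate 2) in HP1a Tconv, from 0 (KO replicate 1, among others) to 115 (WT replicate 3) in HP1a Tconv with Treg, from 0 to 21 (WT replicate 2) in naive HP1g and from 0 to 12 (KO replicate 1) in HP1g Tconv, where 1975, 863 and 1349 genes of the last 3 had an unadjusted p under 0.05 with all libraries. For the Treg effect they ran from 306 (WT Tconv replicate 3) to 1450 (WT Tconv with Treg replicate 3) in HP1a WT, from 4 (KO Tconv with Treg replicate 3) to 58 (KO Tconv replicate 1) in HP1a KO and from 0 to 2 in HP1g WT. They ran from 9 (WT Tconv replicate 3) to 91 (WT Tconv with Treg replicate 3) for the HP1a interaction, from 0 to 1 (KO Tconv replicate 2) for the HP1g interaction, from 70 (HP1a KO replicate 3) to 735 (HP1a WT replicate 3) for the difference of KO effects, and from 75 (HP1a WT Tconv replicate 3) to 448 (HP1a WT Tconv with Treg replicate 3) for that of Treg effects. The counts of 0 in naive HP1a, HP1g Tconv with Treg and the Treg effect in HP1g KO stayed at 0, with 291, 2028 and 1294 genes at an unadjusted p under 0.05.

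In the same fits the p of the Th1 list ran from 0.000552 (without KO replicate 2) to 0.153 (WT replicate 3) in HP1a Tconv with Treg and from 0.00351 (WT replicate 1) to 0.11 (WT replicate 2) in HP1g Tconv. That of the exhaustion list in HP1a Tconv ran from 0.0109 (WT replicate 3) to 0.858, and its direction changed without KO replicate 1 (0.13), WT replicate 1 (0.858) and WT replicate 2 (0.783), so this list has no direction there. For the genes repressed in HP1g WT by DESeq2 it ran from 0.0054 (HP1a KO replicate 3) to 0.0663 (HP1a WT replicate 3). The share of Treg effects in the same direction ran from 73% (HP1g WT Tconv with Treg replicate 1) to 91.8% (HP1a WT Tconv replicate 1), and their correlation from 0.205 (HP1g WT Tconv with Treg replicate 1) to 0.361. Beyond fewer libraries the cause was not tested. Leaving out a library of HP1g KO Tconv with Treg was not run, since it leaves 1 sample, and no set test was possible for the 1 gene edgeR called lower in HP1g WT.

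Of the single genes named, none changed direction. By both thresholds, under DESeq2, RLE size factors and the block 53 calls were gained and 11 lost (9 under the block, and Mbd1 in HP1g Tconv under DESeq2 and under RLE size factors), while 218 were unchanged. In the fits that left out 1 library 497 were unchanged, 13 gained and 123 lost. The set tests of Th1 genes in HP1a Tconv (p 6.63e-06 to 0.0115) and HP1g Tconv with Treg (0.000427 to 0.0218), and of exhaustion genes in HP1a Tconv with Treg (8.51e-20 to 7.58e-15), HP1g Tconv (2.22e-08 to 0.00123) and HP1g Tconv with Treg (1.09e-10 to 2.35e-09), stayed called when 1 library was left out.

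Other divisions of the same libraries were fitted as well. With 3 against 3 libraries there are 10 divisions, so the real one cannot make up less than a share of 0.1. As many genes as in the real division were called by edgeR in 10 of the 10 for naive HP1a (where 0 were called and 291 had an unadjusted p under 0.05), 2 for HP1a Tconv, 1 for HP1a Tconv with Treg, 1 for naive HP1g, 2 for HP1g Tconv, and 1 for each of the Treg effects in HP1a WT, HP1a KO and HP1g WT and for both comparisons of Tconv with naive cells. Among the 4 that part all pairs, which is the fair set where the numbers pair, these were 4 for naive HP1a, 1 for the Treg effect in HP1a WT and 1 in HP1g WT, and 1 for HP1g Tconv, where the pairing is unclear. In HP1g Tconv the other division called 376 genes and set KO replicate 1 with WT replicates 1 and 2, where the libraries numbered 1 carried erythroid transcripts. By DESeq2 as many were called in 5 of 10 for naive HP1a (up to 458), 1 for HP1a Tconv (the next called 202 against 207), 1 for HP1a Tconv with Treg, 1 for naive HP1g and 2 for HP1g Tconv (793 in the other). As small a set p was seen in 1 of 10 for the Th1 list in HP1a Tconv, 3 in HP1a Tconv with Treg and 2 in HP1g Tconv, in 7, 1 and 2 for the exhaustion list in the same order, and in 1 for the genes repressed in HP1g WT. Of 100 redrawn combinations 2 gave as large a correlation of Treg effects between the lines (median absolute r 0.087, highest 0.355).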

Other observations

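Of the tests in this part, those of genes near the targeted genes and of other cell types in Tconv with Treg were chosen before the values were seen, and all others afterwards.

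The number of genes higher in HP1a KO Tconv was 12 by edgeR. That is lower than the value quoted from the study above. In HP1a Tconv with Treg edgeR called 7 genes higher and 13 lower. Both are lower than the values quoted from the study above. DESeq2, the tool of the study, gave 182 higher genes in Tconv and 348 higher and 365 lower genes in Tconv with Treg.

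A KO made in embryonic stem cells of another strain can carry that strain's DNA around the targeted gene. Within 10 Mb of Cbx5, 3 of 131 genes had an unadjusted p under 0.05 in naive HP1a cells, where 2.44 would be so at the overall rate (Fisher's exact test, p 0.738). Within 10 Mb of Cbx3, 6 of 103 were so in naive HP1g cells, where 5.94 would be (Fisher's exact test, p 1). The value around Cbx5 does not point to such a passenger region. The test around Cbx3 could not show such a region. By the paper's methods, KO and WT littermates of that line were both homozygous for the conditional allele and differed by the Cre transgene. DNA around that transgene was not tested. Both tests used fits without the replicate block, although the numbers paired the naive HP1a libraries. Only 291 of 15549 genes had an unadjusted p under 0.05 in that fit, so the test around Cbx5 could miss such a region.

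RNA of other cells is a candidate source of part of the genes higher in HP1a KO Tconv. In Tconv with Treg the myeloid markers had a median log2 fold change of 2.24 (9 of 10 higher, camera p 9.2e-05), near the 2.54 of all genes DESeq2 called higher there, and without Treg 3.54 (9 of 10 higher, camera p 9.63e-05). Of these 10 markers 5 are expressed at 1 CPM or more in naive libraries too. KO replicate 2 had the lowest myeloid level of the KO libraries in both conditions, so genes raised by such RNA would be lowest there. Among the genes DESeq2 called higher, KO replicate 2 was the lowest KO library for 140 of 182 in Tconv (76.9%, exact interval 70.1 to 82.8) and for 214 of 348 with Treg (61.5%, 56.2 to 66.6), where 33.3% is the share by chance. Among the genes called lower it was the highest for 5 of 25 in Tconv (20%, 6.83 to 40.7), which gives no sign of dilution by such RNA for these. It was so for 157 of 365 with Treg (43%, 37.9 to 48.3), between the chance share and that of the higher genes, which leaves these open. How this last value was to be read was settled after it was seen. Each share rests on the rank of a single library, and genes read from the same libraries are not independent. The exact intervals are therefore too narrow.

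In the HP1g line the myeloid markers do not account for the higher genes of KO Tconv with Treg. Their median log2 fold change was 0.21 (10 of 10 higher, camera p 0.137), against 2.32 for the genes DESeq2 called higher. B cell markers had a median of 0.41 (7 of 10 higher, camera p 0.00834). In naive HP1g cells B cell markers were higher in KO, with a median of 1.04 (8 of 9 higher, camera p 3.37e-07), and erythroid markers with 1.02 (6 of 6 higher, camera p 2.82e-05). In HP1g Tconv the B cell median was 0.96 (7 of 7 higher, camera p 0.0152). Markers of CD8 T or NK cells had a median of 0.62 in HP1a KO Tconv (3 of 3 higher, camera p 0.0023). Cd8a, singled out after its values were seen, was at 1.51 CPM in those KO and 0.0984 CPM in WT libraries.

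The grafted HP1g libraries numbered 1 carried more haemoglobin transcripts. Of 24 pairs of an erythroid marker and a group, 24 were highest in replicate 1, as RNA of red cell precursors would give, and Hbb-bs was at 1452 to 2767 CPM there against 30.9 to 133 CPM in the 7 other libraries. By chance a given marker would be highest in replicate 1 of all 4 groups in 1.85% of cases. A replicate number may thus mark a shared day or preparation in this line, but the labels do not say so.

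Markers of Tfh cells, a list written after values had been seen, were higher with Treg in each of the 4 comparisons, with medians of 2.44 in HP1a WT (12 of 12 higher), 1.53 in HP1a KO (10 of 11), 0.75 in HP1g WT (10 of 11) and 1.55 in HP1g KO (12 of 12). The camera p-values were 6.48e-11, 1.31e-06, 3.16e-05 and 3.31e-12. The list was lower in KO than in WT for HP1a Tconv with Treg (median −1.01, 12 of 12 lower, camera p 1.06e-08) and higher for HP1g (median 1.95, 11 of 12 higher, camera p 4e-11). Without Treg it was also higher in HP1g KO Tconv (median 0.759, 10 of 11 higher, camera p 8.75e-06), but not in HP1a KO (0.039, 6 of 11 higher, camera p 0.783). By this test the rise of the list in HP1g KO was not limited to cells exposed to Treg. The marker lists were tested only with camera at the preset correlation. In HP1g Tconv the exhaustion list lost its call with an estimated correlation (camera p 0.237) and with fry (p 0.142), so this reading is uncertain. The list shares 2 genes with the exhaustion list, and 8 of its 12 genes are expressed in naive libraries. RNA of transferred Treg cells that escaped the sort gate cannot be told apart as a source. The Treg markers were higher with Treg in 2 of the 4 comparisons, HP1a WT (median 1.22, 8 of 10 higher, camera p 0.000354) and HP1g KO (median 1.18, 8 of 10 higher, camera p 1.93e-06, with Foxp3 at a log2 fold change of 2.18), and not in HP1a KO (median 0.06, 5 of 10 higher, camera p 0.862) or HP1g WT (median −0.13, 4 of 10 higher, camera p 0.448). Il2ra was lower with Treg in each (log2 fold changes −1.18, −0.84, −0.51 and −0.52, unadjusted p 0.00805, 0.0101, 0.136 and 0.194), but is expressed in Tconv without Treg too. In Tconv with Treg the Treg markers had medians of −0.81 in KO against WT for HP1a (8 of 10 lower, camera p 3.38e-06) and 0.87 for HP1g (9 of 10 higher, camera p 0.000304). A Tfh-like state among cells exposed to Treg is a hypothesis that these values leave open, found and tested on the same libraries.

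Several called genes are segments of the T cell receptor alpha locus with near-identical copies, 4 of the 16 in HP1a Tconv and 1 of the 2 for the Treg effect in HP1g WT. Trav6d-7 alone had 0 counts in each HP1a KO Tconv library and 2.84 ± 0.877 CPM in WT, at least 39.5-fold lower in KO, while the summed counts of its 3 copies gave a log2 fold change of 0.64 (unadjusted p 0.0651). Trav11 alone had 0 counts in each WT library and 2.51 ± 0.164 CPM in KO, at least 31-fold higher, and its 3 copies summed gave 0.15 (unadjusted p 0.781). For the Treg effect in HP1g WT, Trav6d-7 alone was at least 38.3-fold lower and the sum gave −0.37 (unadjusted p 0.402). In the 6 naive HP1a libraries the sum stayed between 9 and 9.49 CPM while Trav6d-7 alone ran from 0 to 5.4 CPM. These calls may therefore come from reads shared between copies, assigned to 1 or another of them by small sequence differences between mice, and not from a changed use of the segment.

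Slc15a2, which encodes a peptide transporter and was singled out in Tconv after its values were seen, had 8.73 ± 1.27 CPM in HP1a KO Tconv and at most 2 counts in each WT library, at least 108-fold higher in KO (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p 0.00012). In naive cells it was at 14.5 ± 3.17 CPM in WT and 8.22 ± 6.18 CPM in KO. A different split of reads with the non-coding gene inside it is argued against as the whole cause, since the sum of both was still higher in KO (27.2 ± 2.77 against 8.83 ± 0.438 CPM, log2 fold change 1.62). A variant segregating in the mixed background could silence it in single mice. Outside the HP1a WT Tconv groups 3 of 29 libraries were under 0.2 CPM (HP1g WT Tconv replicate 1 at 0.141, HP1g WT Tconv with Treg replicate 1 at 0 and naive HP1g WT replicate 3 at 0), and the rest ran from 3.77 to 17.3 CPM. This all-or-none spread cannot be told apart from a true loss in HP1a WT Tconv with 3 libraries a group.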
